A study of Mus musculus with 4 samples. Its data were reported in "Reconstituted ovaries self-assemble without an ovarian surface epithelium" (2023).

How the data were processed

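Single-cell RNA sequencing had been carried out on whole dissociated day 6 spheres, in which mouse induced pluripotent stem cells of the BVSC line had passed through an epiblast-like state and formed primordial germ cell-like cells (PGCLCs) together with somatic cells. The line carries reporter transgenes driven by Blimp1 (Prdm1) and Stella (Dppa3) regulatory sequences, and whether transcripts of these transgenes were counted under either gene was not tested. The 4 libraries form 1 group, 1 library per differentiation. The authors prepared 10x Chromium 3′ libraries, aligned the reads with Cell Ranger 6.1.2 to the mm10 build of the mouse genome, and corrected, filtered and merged the cells afterwards with SoupX, Seurat 4.0 and Harmony. The values deposited by the authors and used here are unfiltered counts of unique molecular identifiers (UMIs) per gene and barcode, from before any of those later steps. Counts were read for replicate 4 only. For replicates 1 to 3 only the lists of barcodes and genes were used, and expression in these replicates is not analysed here. The gene list, 32285 genes, was the same in all 4 libraries.

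The matrix of replicate 4 held 66792253 UMIs over 859737 barcodes, 170013 of them with no UMI. Barcodes were called as cells when they had at least 2037 UMIs, which is the 99th percentile of the 3000 deepest barcodes divided by 10. This called 11778 barcodes. Cells with over 10% mitochondrial UMIs (33) or over 6000 genes (15) were removed with the limits the authors state for this library, which left 11730 cells. These held 61728135 UMIs, 92.4% of the total, with a median of 4396.5 UMIs (range 2039 to 26412), 2189 genes and 3.08% mitochondrial UMIs per cell. Free RNA was profiled from the 674055 barcodes with 1 to 100 UMIs, 2920276 UMIs in all. SoupX was not run here, and no background was subtracted from the values in the report.

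Counts were scaled to 10000 per cell and log-transformed with scanpy 1.11.5 (anndata 0.12.19, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, Python 3.11.15). Clustering used the 2000 most variable genes of a random 50% of the genes that contained none of the genes in the fixed lists, 30 principal components, a shared neighbour graph of 20 neighbours built with scikit-learn 1.9.0, and the Leiden method at resolution 0.8 (leidenalg 0.10.2, igraph 0.11.9). Keeping the listed genes out of the clustering departs from the method of the study. It gave 14 clusters. Clusters were named from 9 marker lists (Tbx4+ mesoderm, Kdr+ mesoderm, amnion/trophoblast, PGCLC, stem-like, primitive blood, endoderm, neural ectoderm and macrophage). A marker counted as present in a cluster when it had at least 10 UMIs there and reached at least 1/3 of its level in the highest cluster, and at least 3 markers were required. Many markers are also members of the lists compared between classes, so for those members a difference in the direction of the class name follows from the naming. Where several lists were met, the name was given by hand. The PGCLC-like cluster also had 7 of 8 stem-like markers, the amnion/trophoblast-like cluster 5 of 6 macrophage markers, and Tbx4+ mesoderm-like clusters 1 and 7 had 5 and 4 of 8 primitive blood markers. A cluster that met the PGCLC, stem-like and Tbx4+ mesoderm lists together was kept apart as a mixed cluster. A cluster with 4 of 12 Tbx4+ mesoderm markers, a median of 6.17% mitochondrial UMIs and no class marker among its 10 leading genes was kept apart as low quality. Tbx4+ mesoderm-like clusters 0, 1, 2, 6 and 7 also had no class marker among their 10 leading genes, and were named because 7 to 10 of the 12 markers were present. The names are rebuilt here, so a difference from the study may come from them.

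Cluster 1 was at first set apart for its embryonic globin transcripts. After the class comparisons had been seen, 1 cell was found to hold nearly all of them, and the cluster was returned to the Tbx4+ mesoderm-like class. The earlier naming is among the alternatives.

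UMIs were summed over the cells of each class and divided by the class total, scaled to CPM (counts per 1e6 UMIs). Levels have exact Poisson 95% intervals, ratios of 2 classes exact conditional binomial 95% intervals, and shares of cells exact (Clopper-Pearson) 95% binomial intervals. All of these are counting error within 1 library. The interval of the difference between shares of listed barcodes is a normal approximation. A count of 0 was set to a floor of 3 counts over the class and gives a bound, and no ratio is given where that floor was not below the level of the other class. The 5 comparisons were PGCLC-like with Tbx4+ mesoderm-like, PGCLC-like with stem-like, and the Kdr+ mesoderm-like, amnion/trophoblast-like and stem-like classes each with Tbx4+ mesoderm-like. For 30 gene lists the median log2 ratio was taken over the members with at least 20 UMIs in the 2 classes together, members at 0 entering at their bound, with the order-statistic 95% interval of the median (the range below 6 members). Each median was placed as a percentile among the medians of 10000 random lists matched on mean CPM. The percentile is a description, since genes are not replicates. Counts of members higher or lower use a 2-fold threshold. The gene lists and the marker lists together hold 344 symbols, of which 2 were left out because each names more than 1 gene. The PGC specification list (Dppa3, Tfap2c, Prdm1, Prdm14, Nanos3) and the PGC determination list (Dazl, Ddx4) hold genes the study used on these samples, all but Nanos3, which was added here, so they are not independent evidence of their direction.

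Detection was measured as the share of cells with a UMI of a gene, with all UMIs and with every cell thinned to 2000 UMIs, beside the share in Tbx4+ mesoderm-like cells. The thinned share is the expectation over all draws. Its interval is the binomial interval of the expected count of cells rounded to a whole number. A single random draw was used at first and was replaced after its values were seen, because it moved with the draw (Dazl in PGCLC-like cells, 4.88% in the single draw and 6.41% over all draws). The intervals of the Zglp1 shares in PGCLC-like and mesoderm cells overlap in the single draw and lie apart over all draws.

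The genes named in each comparison follow a rule. From each list it takes the 2 to 4 members with the largest ratio among those with at least 20 UMIs (every member of a list of at most 5). It adds, from unlisted genes left out of the clustering, the 8 with the largest ratio in each direction among those with at least 100 CPM and 50 UMIs in the higher class, without ribosomal protein, mitochondrial and predicted genes. Dazl, Ddx4, Stra8, Zglp1, Spo11 and Figla were always included. Marker genes are also given as levels. Gene locations are those of GENCODE M21 on GRCm38 (the same build as mm10), matched by Ensembl gene ID, and 407 of 407 IDs matched.

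The cell filters, clustering, markers, gene lists, comparisons, named-genes rule and first set of alternatives were chosen before the data were examined. Those alternatives were a minimum of 1000 or 2000 UMIs per barcode, a mitochondrial limit of 5%, no maximum of genes, removal of doublets with Scrublet (through scanpy, at an expected rate of 0.8% per 1000 cells), variable genes from all genes or from another random draw of genes, Leiden resolution 0.4 or 1.2, scaling by TMM factors (edgeR 4.0.16) or DESeq2 1.42.0 size factors (R 4.3.3), the mean of per-cell CPM, subtraction of the free RNA profile at an assumed 10% of UMIs, no count minimum with 1 UMI added, and thinning to 1000 UMIs. The automatic Scrublet threshold marked 1 of 11730 cells, so it did not work here and no doublets were removed from the main values. Added after seeing the data were removal of doublets at the expected share of cells, leaving cluster 1 or cluster 2 out of the Tbx4+ mesoderm-like class, and adding the mixed cluster to the PGCLC-like class.

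The ratios were checked on simulated counts with genes changed by known amounts. These were Poisson class sums with no spread between cells, so the check does not cover genes whose UMIs come from few cells. For PGCLC-like against stem-like, at 12891 genes, the interval excluded no change for 86% of the genes changed 2-fold, and for Kdr+ mesoderm-like against Tbx4+ mesoderm-like, at 15794 genes, for 70.7%. Figures were drawn with matplotlib 3.10.9.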

Results

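Day 6 spheres hold PGCLCs together with the somatic cells that arise beside them, and the comparisons here ask what each cell type of 1 such differentiation transcribes. Counts of replicate 4 were used, and there are no replicates of them here. Every interval is therefore counting error within this library, cells are not independent samples, and no test between differentiations was possible. The 11730 cells kept fell into 5 cell classes, a mixed cluster and a low-quality cluster.

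Most cells had markers of the allantois and posterior mesoderm. The Tbx4+ mesoderm-like class held 9981 cells (85.1%, 84.4 to 85.7) in 8 clusters. Each of these had at least 7 of the 12 class markers, but in clusters 0, 1, 2, 6 and 7 none of the markers was among the 10 leading genes. The class had Tbx4, a T-box factor of the allantois and hindlimb, at 337 CPM, Tbx20 at 599 and the hindlimb factor Pitx1 at 409.5. PGCLC-like cells numbered 697 (5.94%, 5.52 to 6.39) and had Dppa3 at 930.3 CPM and Prdm1, the repressor of the somatic program in germ cells, at 761. Stem-like cells numbered 416 (3.55%, 3.22 to 3.90), with the pluripotency genes Sox2 at 366 CPM, Tdgf1 at 457 and Dppa5a at 4383, and Dppa3 at 34.6. Kdr+ mesoderm-like cells numbered 234 (1.99%, 1.75 to 2.26), with the VEGF receptor gene Kdr at 419 CPM, VE-cadherin (Cdh5) at 599 and the blood and endothelial factor Tal1 at 35.0. Amnion/trophoblast-like cells numbered 206 (1.76%, 1.53 to 2.01), with the simple epithelial keratins Krt8 at 1941 CPM and Krt18 at 1633, and Hand1 at 372. The mixed cluster held 152 cells (1.30%) and the low-quality cluster 44 (0.375%). Median depth ran from 4135 UMIs in Tbx4+ mesoderm-like to 10035 in stem-like cells, with 8363 in PGCLC-like, 7397 in amnion/trophoblast-like and 5254.5 in Kdr+ mesoderm-like cells. No cluster was named primitive blood, endoderm, neural ectoderm or macrophage. Tbx4 (ENSMUSG00000000094) lies on chromosome 11 at 85886422 to 85916097 of GRCm38, Kdr (ENSMUSG00000062960) on chromosome 5 at 75932827 to 75978458, and Krt18 (ENSMUSG00000023043) on chromosome 15 at 102028180 to 102032027.

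**Figure D1:**
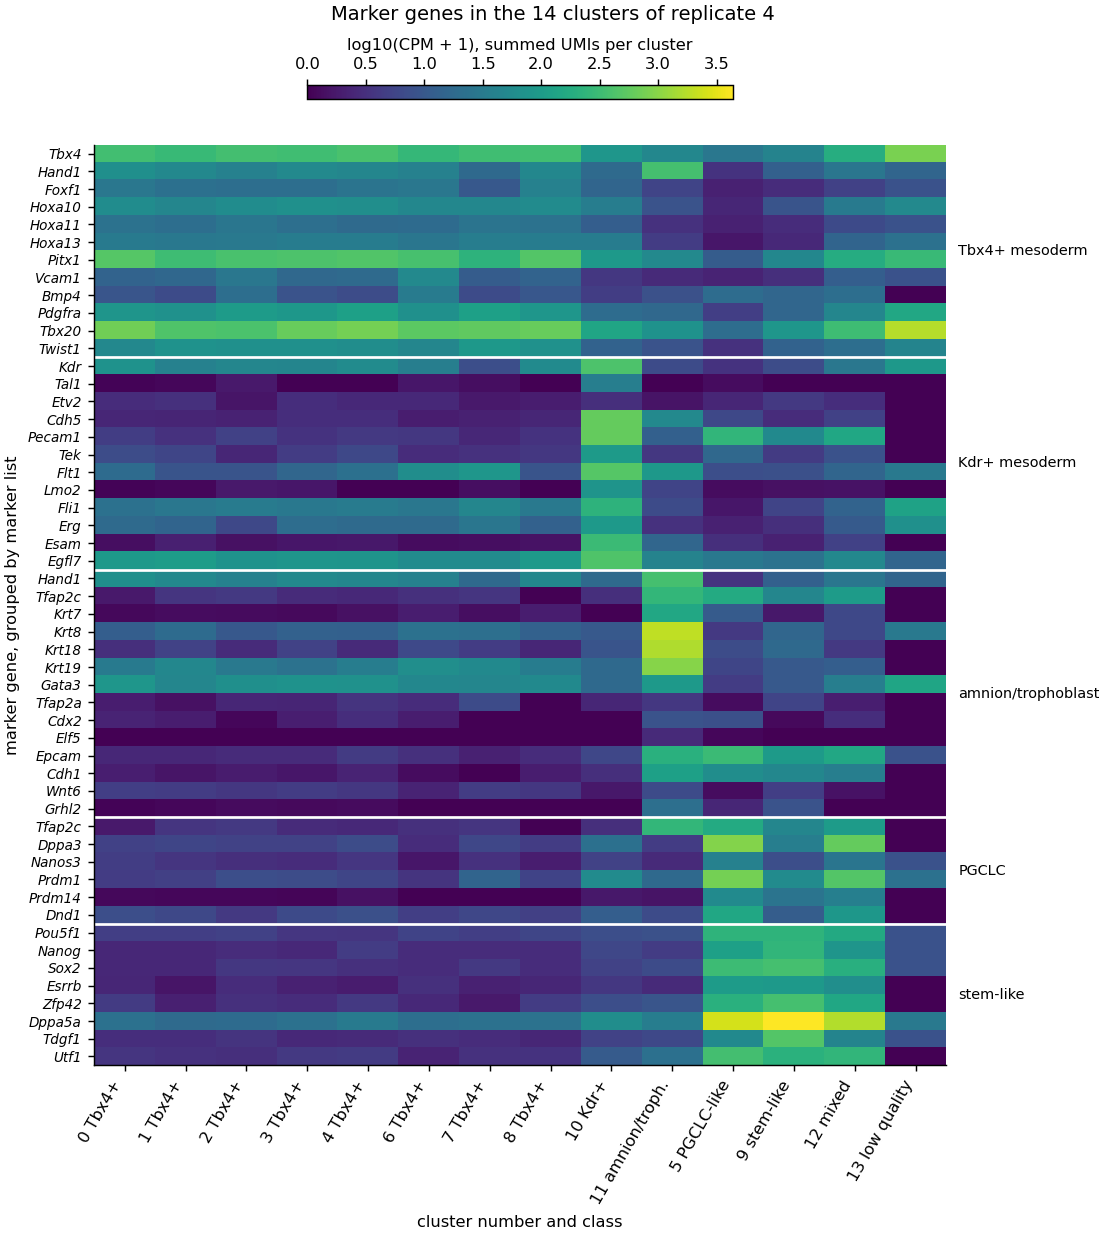
Level of each fixed marker (rows, grouped by 5 marker lists) in each of the 14 clusters (columns, with their class), as log10 of CPM plus 1 in color. Dppa3 and Prdm1 stand out in the PGCLC-like cluster, Krt8 and Krt18 in the amnion/trophoblast-like cluster and Cdh5 in the Kdr+ mesoderm-like cluster.

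Compared with the Tbx4+ mesoderm-like cells, PGCLC-like cells had high levels of the genes that specify germ cells. Prdm14, which with Prdm1 and Tfap2c sets up the germ cell program, was 312-fold higher (157 to 729), Dppa3 212-fold (184 to 245), Prdm1 147-fold (129 to 168), Tfap2c 90.3-fold (72.2 to 114) and Nanos3, which germ cells need to survive, 15.7-fold (12.5 to 19.9). All 5 genes of the PGC specification list were at least 2-fold higher, with a median log2 ratio of 7.20 (percentile 100). Subtracting free RNA at an assumed 10% of UMIs raised this median to 11.28. The size of these ratios therefore depends on how much of the mesoderm level is background, which their intervals leave out. All 5 are also markers that named the class. The study had chosen Prdm14, Dppa3, Prdm1 and Tfap2c on the same samples, as it had Dazl and Ddx4, so neither list is independent evidence of its direction. Nanos3 was added here. Prdm14 (ENSMUSG00000042414) lies on chromosome 1 at 13113457 to 13127163, Dppa3 (ENSMUSG00000046323) on chromosome 6 at 122626410 to 122630272, and Prdm1 (ENSMUSG00000038151) on chromosome 10 at 44437177 to 44528501. The later germ cell genes were higher too: Dazl, an RNA-binding protein gene of germ cell commitment, 145-fold (81.5 to 285) and Ddx4, the germ cell RNA helicase Vasa, 41.4-fold (28.5 to 62.0), a median of 6.28 for the PGC determination list. Of 12 other early germline genes 9 were at least 2-fold higher and 1 lower (median 4.67), among them Rhox9 (143-fold), Rhox6 (102-fold) and Elavl2 (69.7-fold). None of these 3 is a class marker.

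Germline genes that DNA methylation silences in somatic cells were higher without exception. All 17 measured genes of that list were at least 2-fold higher in PGCLC-like cells (median 5.37, interval 3.08 to 6.35, percentile 100), including Stk31 (202-fold), Tex19.1 (154-fold) and Mov10l1 (92.8-fold), which guards against transposons, and none of the list is a class marker. Its median is the ratio of Ddx4 (41.4-fold), which the study chose on these samples, so the list is not independent of the determination list. Of 11 meiosis genes 7 were higher and 2 lower (median 2.20), led by the synaptonemal complex genes Sycp1 (62.8-fold) and Syce1 (42.8-fold). Of the methylation machinery, the 5-methylcytosine oxidase gene Tet1 was 7.90-fold higher (322 against 40.8 CPM), whereas Tet3 was 33.2-fold, the de novo methyltransferase gene Dnmt3a 5.54-fold and Uhrf1, the partner of maintenance methylation, 5.31-fold lower (list median -0.56). The pluripotency core stood at 6.03, with Sox2 143-fold, Pou5f1 65.2-fold and Nanog 58.0-fold higher. The naive list stood at 6.35, led by Dppa2 (195-fold) and Tdh (186-fold), and the formative list at 2.05, with Utf1 141.5-fold higher and Sox3 16.2-fold lower. The oocyte list had 1 measured member, Gdf9, with 1 UMI in PGCLC-like cells, and no member of the 2-cell-like list was measured in any comparison.

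The mesoderm program was low in PGCLC-like cells. Of 13 allantois genes 12 were at least 2-fold lower (median -4.45, 10 of the 13 being class markers), with Hoxa13 47.1-fold, Pitx1 39.4-fold and Tbx20 31.3-fold lower. The body-axis Hox genes were lower along their whole range: 9 of 10 anterior (median -4.12), 11 of 11 central (median -4.79) and 11 of 12 posterior genes (median -4.30). Of the extracellular matrix genes 11 of 12 were lower (median -4.08), among them the fibrillar collagens Col1a2 (23.3-fold) and Col3a1 (21.9-fold). Among niche ligands (median -2.81) Kitl, the ligand of the germ cell receptor Kit, was 34.6-fold lower (4.22 against 146 CPM) and Wnt5a 24.0-fold lower, while Lif was 40.4-fold and Bmp7 32.8-fold higher. Of 10 germ cell receptors 2 were higher and 1 lower (median 0.33), with the adhesion gene Epcam 159-fold higher. Imprinted genes were lower in 16 of 18 cases (median -3.87): the growth inhibitor gene Cdkn1c 42.6-fold (110 against 4696 CPM), Meg3 26.8-fold, Grb10 25.3-fold and Igf2 22.8-fold. Xist, the RNA that coats the inactive X chromosome, stood at 21.1 CPM against 595 (28.2-fold lower, 23.8 to 33.8), and its antisense gene Tsix was 33.1-fold lower (X inactivation list, median -2.67). Xist (ENSMUSG00000086503) lies on chromosome X at 103460366 to 103483254.

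Other lists set the same classes apart less evenly. Proliferation genes were higher (6 of 14 at least 2-fold, median 0.82), led by Cenpf (3.50-fold) and the mitotic cyclin gene Ccnb1 (3.34-fold), and stress genes lower (7 of 11, median -2.46), led by Jun (22.9-fold). Hypoxia genes stood at -0.67, with Adm 14.8-fold lower. The genital ridge list stood at -2.99 (Nr2f2 41.1-fold lower), the neural list at -2.94 and the primitive blood list at -3.77, where Hbb-y and Hba-x rest on a few cells, 76.6% and 73.2% of their mesoderm UMIs coming from 1 cell. The endothelial list stood at -0.30, with Pecam1, which germ cells also transcribe, 82.4-fold higher and Kdr 20.2-fold lower. The amnion/trophoblast list stood at 1.03 (Epcam and Cdh1 higher, Isl1 lower), the primitive streak list at 3.08 (Lhx1 149.5-fold higher) and the endoderm list at 0.32 (Gata6 36.5-fold lower). Among the unlisted genes picked for the largest ratios BC048679 (222-fold), L1td1 (191-fold) and the splicing factor gene Esrp1 (150.2-fold) were highest, and Nhs (62.5-fold), Mir99ahg (61.5-fold) and Mef2c (59.0-fold) lowest. The median over all measured genes was -0.20, and TMM and DESeq2 factors would raise every ratio by 0.27 and 0.16, which turned no list median of this comparison.

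PGCLC-like cells also differed from stem-like cells, with which they share pluripotency genes. Dppa3 was 26.9-fold higher (22.9 to 31.9) in PGCLC-like cells, Prdm1 13.8-fold (12.1 to 15.7), Nanos3 5.86-fold (3.95 to 9.005), Tfap2c 3.64-fold (3.12 to 4.26) and Prdm14 2.21-fold (1.77 to 2.78), a median of 2.55 (percentile 100), all 5 being class markers. Pou5f1 was alike in both (232 and 230.5 CPM, 1.01-fold, 0.928 to 1.09), Sox2 was 1.18-fold and Nanog 2.15-fold lower in PGCLC-like cells (core median -0.24). Genes of the epiblast state were very low: the epiblast factor gene Otx2 was 136-fold lower (46.0 to 662, 3 UMIs against 283), Zic2 101-fold (27.4 to 840, 2 UMIs against 140) and Zic5 at least 55.6-fold, and 8 of 11 formative genes were at least 2-fold lower (median -2.21). Fgf4, the growth factor gene of pluripotent cells, was 395-fold lower (109 to 3270, 2 UMIs against 549). Otx2 (ENSMUSG00000021848) lies on chromosome 14 at 48657677 to 48673819 and Fgf4 (ENSMUSG00000050917) on chromosome 7 at 144847367 to 144865243.

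The methylation machinery followed, with 6 of 8 genes at least 2-fold lower in PGCLC-like than in stem-like cells (median -2.54, percentile 0.01): Dnmt3l, the cofactor of de novo methylation, 145-fold (49.1 to 706, 3 UMIs against 302), Tet3 13.4-fold, Uhrf1 12.04-fold and Dnmt3b 6.68-fold. Dnmt3l (ENSMUSG00000000730) lies on chromosome 10 at 78041947 to 78063622. Early germline genes stood at 1.11, with Rhox6 21.0-fold, Rhox9 19.06-fold and Dnd1 13.5-fold higher, and the methylation-sensitive list at 0.92, where 8 of 17 were higher (Tdrkh 12.01-fold, Asz1 6.53-fold) and 4 lower. Ddx4 was 5.53-fold (3.57 to 8.94) and Dazl 1.57-fold (1.24 to 2.002) higher, and Stra8, the gene of meiotic entry, was at least 45.1-fold lower, with 0 UMIs against 94 (meiosis list -0.47). Of the naive list (median -0.53) Nr0b1 was 21.8-fold, Tbx3 19.8-fold and Klf4 10.9-fold lower, while Dppa4 was 2.52-fold higher. Hypoxia genes were lower in 8 of 13 cases (median -1.82), led by Ndrg1 (11.2-fold) and the lactate transporter gene Slc16a3 (7.46-fold), and imprinted genes in 10 of 18 (median -1.46), led by Grb10 (6.83-fold). When probable doublets were removed the imprinted median did not turn, but its member Cdkn1c did (0.11). That step marked 19.7% of stem-like and 0.574% of PGCLC-like cells, and imprinted genes were mostly higher in mesoderm, so doublets may add to this difference. Tsix was 56.1-fold (29.2 to 124) and Xist 3.94-fold (3.21 to 4.86) lower. Proliferation genes were near each other (median 0.16), with Cenpf 2.26-fold higher.

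In the same comparison receptors stood at 0.67 (Epcam 3.17-fold higher, Itga6 8.78-fold lower), niche ligands at -0.99 (Fgf10 27.7-fold lower), the stress list at -1.28 (Trib3 16.4-fold lower), the matrix list at -1.38 and the X inactivation list at -0.58. The determination list stood at 1.56, the genital ridge list at -2.80 (Amhr2 at least 23.0-fold lower), the endoderm list at -2.21, the primitive streak list at -1.98 and the oocyte list, Zp3 alone, at -1.06. The amnion/trophoblast list stood at -0.20, with Krt7 14.6-fold higher (4.77 to 72.7), the endothelial list at 0.28, with Gata2 5.88-fold higher, and the neural list at -2.72. Among the unlisted genes picked for the largest ratios were also Ptpre (88.5-fold) and BC048679 (52.4-fold) higher and, after Fgf4, Mcf2 (83.5-fold) and Upp1 (82.2-fold) lower. Mesoderm genes were low in both classes and, in the main values, lower in PGCLC-like cells (allantois list -2.13, Hox lists -2.26, -1.86 and -2.40, primitive blood -1.62 from Runx1 alone). Several of these turned direction when probable doublets were removed, among them Pitx1, Hoxa10 and Runx1. Adding the mixed cluster to the PGCLC-like class turned these genes as well, and the central (0.34) and posterior (0.12) Hox medians. The doublet step marked 19.7% of stem-like and 0.574% of PGCLC-like cells, and the cause of the turn was not tested. The lower mesoderm level in PGCLC-like cells therefore cannot be told apart from an unequal share of doublets in the 2 classes.

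**Figure D2:**
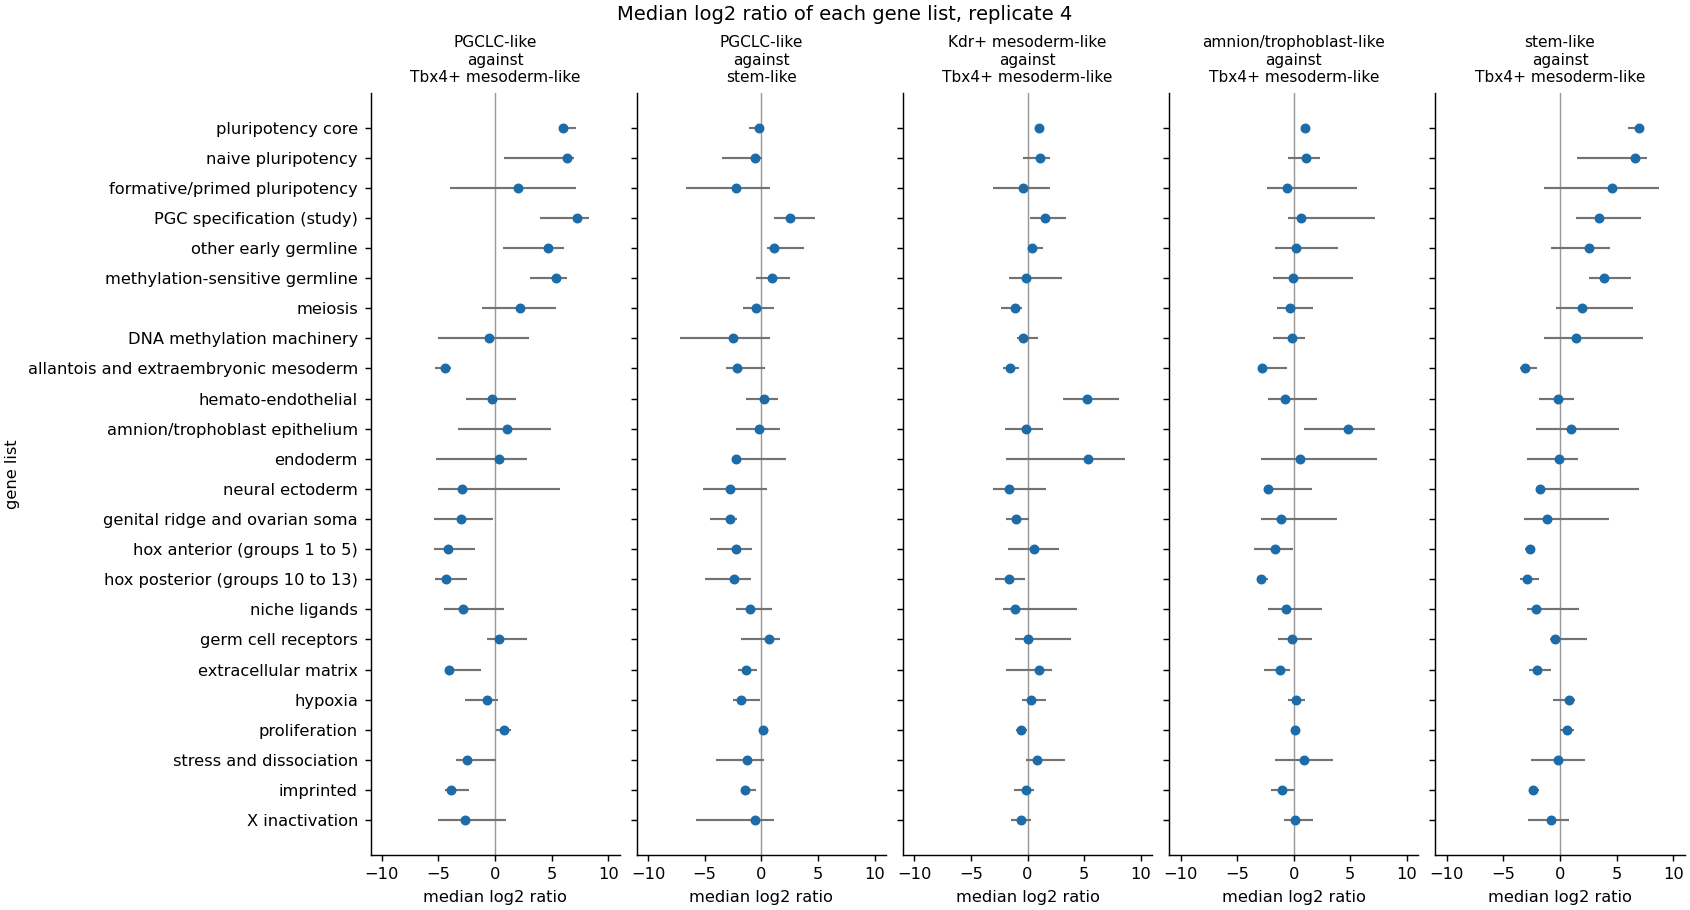
Median log2 ratio (x axis) of 24 gene lists (y axis) with at least 3 measured members in each of the 5 comparisons (panels); points are medians and grey lines the order-statistic 95% interval of the median over members, or the range below 6 members. The PGC specification list lies at 7.20 against Tbx4+ mesoderm-like and at 2.55 against stem-like cells.

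The stem-like class had both naive and epiblast genes, summed over its cells. Whether single cells had both was not tested. Against Tbx4+ mesoderm-like cells Sox2 was 169-fold higher (138 to 208), Nanog 124-fold (100.4 to 156) and Pou5f1 64.7-fold (54.8 to 76.8), a core median of 6.96, all 3 being class markers. The naive genes Dppa2 (269-fold), Nr0b1 (254-fold) and Zfp42 (162-fold) and the epiblast gene Otx2 (435-fold, 208 to 1091) were all higher, with 13 of 14 naive (median 6.64) and 8 of 11 formative genes (median 4.61) at least 2-fold higher. Stra8 was 253-fold higher (95.5 to 947) and Hormad2, a meiotic chromosome axis gene, 69.0-fold, in a meiosis list with 8 of 13 genes higher (median 1.94). Dnmt3l was 162-fold (103 to 270), Tet1 8.79-fold and Dnmt3b 4.77-fold higher, with 5 of 8 methylation genes at least 2-fold higher (median 1.45).

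Germ cell genes were higher to a smaller degree: the specification list stood at 3.41, from 141-fold for Prdm14 to 2.69-fold for Nanos3, the determination list at 4.72 (Dazl 92.3-fold, Ddx4 7.496-fold), the early germline list at 2.59 and the methylation-sensitive list at 3.84, where 14 of 17 were higher. Allantois genes were lower in 12 of 13 cases (median -3.08), the Hox lists stood at -2.65, -2.44 and -2.88, matrix genes at -2.002, niche ligands at -2.15 (Kitl 7.54-fold lower) and imprinted genes at -2.39 (Cdkn1c 8.77-fold lower). Xist was 7.16-fold lower (6.45 to 7.97) and Tsix 1.70-fold higher (1.51 to 1.90). Of 13 hypoxia genes 5 were at least 2-fold higher and 2 lower (median 0.76), with the glucose transporter gene Slc2a1 5.05-fold and the glycolysis gene Pgk1 3.48-fold higher and Adm 2.93-fold lower. Of 14 proliferation genes 4 were higher and none lower (median 0.59). Among unlisted genes Fgf4 (369-fold), Mcf2 (328-fold) and the Nodal antagonist gene Lefty2 (187.5-fold) were high. The median over all genes was -0.18, and scaling by TMM or DESeq2 factors would add 0.19 or 0.15. Both turned the endothelial (-0.14) and endoderm (-0.08) medians above 0, and TMM also the stress median (-0.17). The primitive blood, neural, genital ridge and X inactivation lists stood at -2.82, -1.75, -1.14 and -0.78, receptors at -0.48, the amnion/trophoblast list at 0.92 and the primitive streak list at 1.18, and the oocyte list had Gdf9 alone, with 1 UMI in stem-like cells.

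The Kdr+ mesoderm-like cells carried an endothelial program. Cldn5, a tight junction gene of endothelium, was 1140-fold higher than in Tbx4+ mesoderm-like cells (829 to 1610), the sialomucin gene Emcn 957-fold (657 to 1449), Esam 520-fold (352 to 798) and Cdh5 389-fold (305 to 503). Of 22 hemato-endothelial genes 21 were at least 2-fold higher and none lower by that much (median 5.21, interval 3.09 to 8.07, percentile 100), though 12 of the 22, Cdh5 and Esam among them, are markers that named the class. The unlisted genes picked for the largest ratios included Cd93 (827-fold), the caveolar coat gene Cav1 (578-fold), Gimap4 (501-fold) and Clec1b (317-fold), whose direction follows from that choice. Of 12 matrix genes 6 were at least 2-fold higher and 4 lower (median 1.01, interval -1.92 to 2.15), with the basement membrane genes Col4a2 6.11-fold, Col4a1 6.07-fold and Lama1 4.44-fold higher and Postn 5.80-fold lower. Of 11 niche ligands 3 were higher, Igf1 31.6-fold and Bmp2 20.7-fold among them, and 6 lower (median -1.07). The arterial and endoderm factor gene Sox17 was 381-fold (235 to 655), Cxcr4 51.8-fold and Trf 41.2-fold higher, which put the endoderm list at 5.36. Cldn5 (ENSMUSG00000041378) lies on chromosome 16 at 18776847 to 18778262 and Cdh5 (ENSMUSG00000031871) on chromosome 8 at 104101625 to 104144511.

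Allantois genes were lower in 9 of 13 cases in Kdr+ cells (median -1.56), among them Pitx1 (4.44-fold) and Tbx20 (4.32-fold). Posterior Hox genes were lower in 6 of 10 (median -1.67, Hoxd13 10.9-fold, 3.73 to 53.0), whereas Hoxb8 (11.3-fold), Hoxd8 (8.81-fold) and Hoxb5 (7.25-fold) were higher (anterior list 0.56, and central list -0.07, which DESeq2 factors turned above 0). Prdm1 was 10.8-fold higher (8.22 to 13.9) and the flow-responsive factor gene Klf2 10.97-fold. Adm, the vasodilator adrenomedullin, was 9.10-fold higher (hypoxia list 0.34) and Atf3 10.4-fold (stress list 0.81), while Top2a was 2.18-fold and Mki67 2.13-fold lower (proliferation list -0.55). Of the imprinted genes (median -0.16) Mest was 3.36-fold higher and Phlda2 6.52-fold lower. Xist was nearly alike (553 and 595 CPM, 1.08-fold lower, X inactivation list -0.59). Pluripotency and germ cell values of this class (core 0.98, naive 1.14, specification 1.53, early germline 0.39) rest in part on 1 cell, which gave 65.5% of the Dppa3 UMIs, and the core and specification medians turned below 0 when probable doublets were removed. The remaining lists lay between -1.69 (primitive streak, Snai1 alone) and 1.40 (oocyte, Gdf9 alone), and the determination list, Ddx4 alone, turned above 0 with TMM or DESeq2 factors. The median over all genes was -0.15.

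Amnion/trophoblast-like cells were epithelial. Krt18 was 557-fold higher than in Tbx4+ mesoderm-like cells (469 to 667), Krt7 417-fold (255 to 726), the tight junction gene Cldn4 315-fold (138 to 887) and Krt8 144-fold (132 to 157), with 11 of 15 genes of the epithelium list at least 2-fold higher and 1 lower (median 4.77, percentile 100). All but Cldn4 of these 4 are class markers. The unlisted genes picked for the largest ratios included Ascl2, a factor of trophoblast progenitors (265-fold, 180 to 407), Fthl17a (772-fold) and the prolactin family gene Prl7d1 (852-fold, 60.4% of it from 1 cell). Tfap2c, shared by trophoblast and germ cells, was 142-fold higher (112 to 181), at 258 CPM against 165 in PGCLC-like cells. Rhox6 (425-fold) and Rhox9 (402-fold), X-linked genes of placenta and germ cells, stood at 3362 and 2655 CPM, above their levels in PGCLC-like cells (804.5 and 944). The paternally expressed placental gene Peg10 was 7.16-fold higher, Gata2 43.2-fold and Wnt4 13.9-fold. Krt8 (ENSMUSG00000049382) lies on chromosome 15 at 101996698 to 102004482 and Tfap2c (ENSMUSG00000028640) on chromosome 2 at 172549593 to 172558622.

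Mesoderm genes were lower in the same cells. Allantois genes stood at -2.83 (10 of 13 lower, Vcam1 10.9-fold, 3.72 to 53.0), the Hox lists at -1.65, -2.62 and -2.89, matrix genes at -1.26 (Col3a1 7.66-fold lower), niche ligands at -0.65 (Wnt5a 11.01-fold lower) and imprinted genes at -1.02, where 4 were higher and 9 lower. The smooth muscle genes Acta2 (9.97-fold) and Myl9 (10.99-fold) were also low. The glucose transporter gene Slc2a1 (7.62-fold) and Ndrg1 (9.93-fold) were high in a hypoxia list with a median of 0.19. Of the specification list (median 0.68) Prdm1 was 3.23-fold higher (2.12 to 4.76), with 34.5% of its UMIs from 1 cell, and Dppa3 1.26-fold lower (0.571 to 3.49). The naive, core, early germline and methylation-sensitive lists stood at 1.05, 0.96, 0.17 and -0.06. Xist was alike (649 and 595 CPM, 1.09-fold higher) and the X inactivation list stood at 0.12. The remaining lists lay between -2.28 (neural) and 0.91 (stress). Ttr (164-fold) and Apoa1 (53.3-fold) put 3 of 6 endoderm genes higher (median 0.58), with 70.3% and 95.8% of their UMIs from 1 cell.

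The clusters of the Tbx4+ mesoderm-like class differed in proliferation and hypoxia genes, among others. The 14 proliferation genes summed to 6623 CPM in cluster 4 and 1229 CPM in cluster 0, a 5.39-fold range (5.28 to 5.50) that went from 4.51 to 6.82 over the settings tried, with clusters 3 (5347) and 8 (5241) also high. The highest and lowest clusters were picked from these same counts. Cluster 4 was also the deepest of them (median 6860 UMIs), and Scrublet marked 26.3% of its cells at the expected share. With such cells removed the range was 5.94-fold. Cluster 4 was led by the mitotic spindle gene Aspm (5.85-fold over the other mesoderm clusters), cluster 3 by the S-phase histone genes Hist1h1b (6.69-fold) and Hist1h2ap (6.56-fold), and cluster 8 by the kinetochore genes Knstrn (3.82-fold) and Cenpa (3.77-fold). Other genes led the remaining clusters. Cluster 6 (629 cells) was led by the smooth muscle actin gene Actg2 (10.8-fold), Tagln (10.4-fold), Myl9 (5.93-fold) and Acta2 (5.66-fold), and had the most extracellular matrix transcripts (6167 CPM, 1.67-fold above the lowest cluster). Cluster 7 (614 cells) was led by Nav3 (6.65-fold), the mechanosensitive channel gene Piezo2 (6.08-fold) and the Wnt antagonist gene Dkk2 (5.78-fold), and was highest in hypoxia genes (3740 CPM against 1749 in cluster 6, 2.14-fold, 2.07 to 2.21) and in niche ligands (1189 CPM, 1.66-fold). Cluster 2 was led by Timp3 (4.67-fold) and cluster 0 by Rgs6 (2.99-fold). The leading genes were compared after the clusters had been seen.

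**Figure D3:**
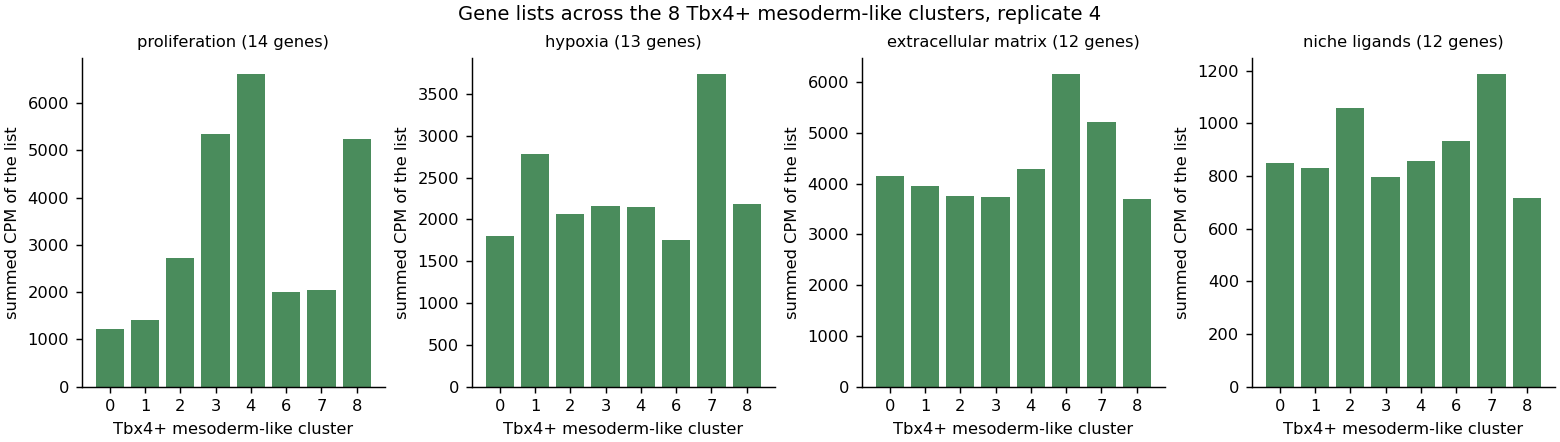
Summed CPM (y axis) of the proliferation (14 genes), hypoxia (13), extracellular matrix (12) and niche ligand (12) lists in each of the 8 Tbx4+ mesoderm-like clusters (x axis); bars start at 0. Proliferation genes range from 1229 CPM in cluster 0 to 6623 in cluster 4.

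Dazl and Ddx4, the genes of germ cell determination, were read in a minority of PGCLC-like cells. A Dazl UMI was present in 152 of 697 PGCLC-like cells (21.8%, 18.8 to 25.1) and a Ddx4 UMI in 142 (20.4%, 17.4 to 23.6), against 0.120% and 0.321% of Tbx4+ mesoderm-like cells. The median depths were 8363 and 4135 UMIs, and 10035 in stem-like cells. With every cell thinned to 2000 UMIs the shares were 6.41% (4.75 to 8.54) and 5.46% (3.89 to 7.41) in PGCLC-like cells, 4.49% and 0.981% in stem-like cells, and 0.0500% and 0.123% in Tbx4+ mesoderm-like cells. Because the Dazl and Ddx4 shares fell when fewer UMIs were kept, they do not give the share of cells that transcribe either gene. Stra8 was read in no PGCLC-like cell, where 3 cells would be 0.430%, but in 72 stem-like cells (17.3%, 13.8 to 21.3) against 0.0401% of mesoderm cells. Hormad2 likewise was read in more stem-like (49.3%) than PGCLC-like cells (21.2%), and after thinning in 15.5% and 5.41%, against 0.246% of mesoderm cells. Zglp1, a regulator of the oogenic program, had UMIs in 30 PGCLC-like cells (4.30%, 2.92 to 6.09) and, after thinning, in 1.07% (0.405 to 2.06) against 0.128% (0.0694 to 0.223) of mesoderm cells. In the single random draw planned at first the 2 shares overlapped (0.717%, 0.233 to 1.67, and 0.160%, 0.0917 to 0.260). Spo11, the nuclease of meiotic recombination, had UMIs in 6 cells (0.861%), and its thinned share (0.232%, 0.0348 to 1.03) overlapped that of mesoderm cells (0.0367%, 0.0109 to 0.103). Figla was read in 3 cells. The cohesin gene Smc1b was read in 40.0% of PGCLC-like and 1.41% of mesoderm cells (12.8% and 0.566% after thinning), and Rec8 in 10.8% and 1.29% (2.77% and 0.574%). Not all meiosis genes followed: Meioc was read in fewer PGCLC-like (0.574%) than mesoderm cells (2.78%), also after thinning (0.144% and 1.201%), and Ythdc2 after thinning in 3.46% and 3.57%. Of the other oocyte genes Zp3 was read in 8 PGCLC-like (1.15%) and 12 stem-like cells (2.88%) against 0.0100% of mesoderm cells. After thinning its share was 0.269% (0.0348 to 1.03) in PGCLC-like and 0.00358% (0 to 0.0370) in mesoderm cells. These intervals overlap narrowly and come from expected counts rounded to whole cells, so the overlap decides nothing. In PGCLC-like cells Nobox, Sohlh1, Gdf9 and Zp1 were read in 1 cell each, and Lhx8, Bmp15, Zp2, Oosp1 and Oog1 in none, and Gdf9 was below its mesoderm share of 0.501%. Dazl (ENSMUSG00000010592) lies on chromosome 17 at 50279395 to 50293636, Ddx4 (ENSMUSG00000021758) on chromosome 13 at 112598333 to 112652475 and Stra8 (ENSMUSG00000029848) on chromosome 6 at 34920163 to 34939344.

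**Figure D4:**
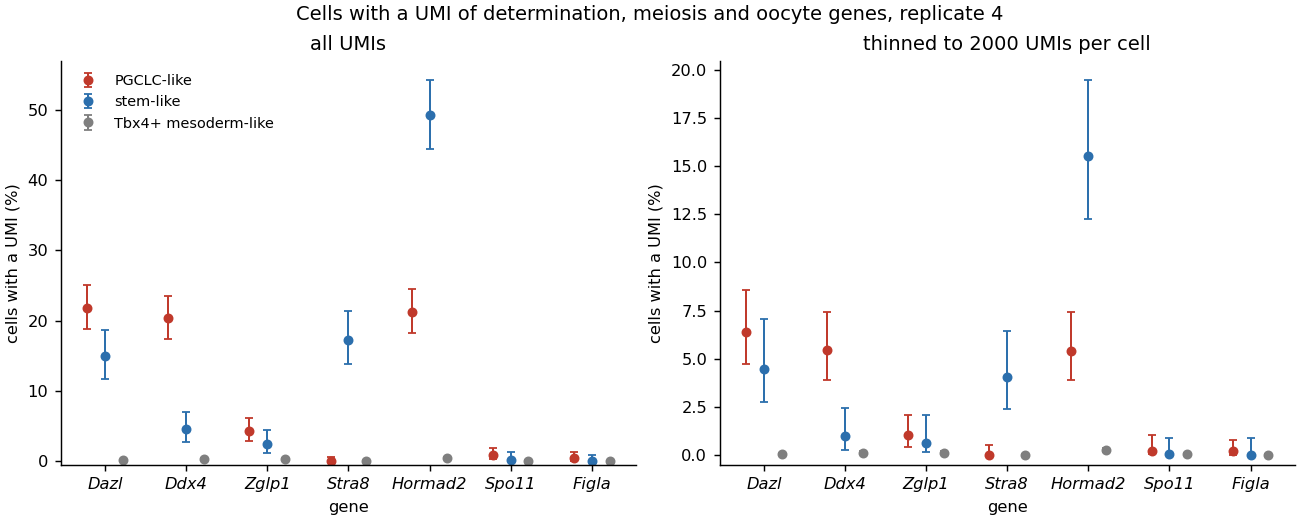
Share of cells with at least 1 UMI of each of 7 genes (y axis, percent of cells) in PGCLC-like, stem-like and Tbx4+ mesoderm-like cells. Panels have all UMIs, and every cell thinned to 2000 UMIs. Error bars are exact 95% binomial intervals, taken after thinning from the expected count rounded to a whole number. Dazl is read in 21.8% of PGCLC-like cells with all UMIs and in 6.41% after thinning, and Stra8 in 0 of 697.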

Values the study reported

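The study analysed 45,192 cells that passed its filters, from 4 independent differentiation experiments, and described 5 major cell types in 10 clusters. In PGCLCs it reported transcripts of Dazl and Ddx4 and none of Stra8, Zglp1, Spo11 and Figla.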

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

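The tests of probable doublets at the expected share, of leaving out cluster 1 or 2 and of adding the mixed cluster were chosen only after the results were seen. No paired analysis was possible because the counts come from 1 library, and no replicate could be left out. Depth limits the rarer classes most: in simulated counts a 2-fold change was recovered for 65% of genes in amnion/trophoblast-like and 70.7% in Kdr+ mesoderm-like cells against Tbx4+ mesoderm-like cells. The simulation left out spread between cells. Over 18 settings the main medians stayed on their side of 0: 7.05 to 11.28 for PGCLC-like and 6.91 to 11.86 for stem-like against Tbx4+ mesoderm-like, 2.24 to 2.64 for PGCLC-like against stem-like, 5.18 to 5.67 for Kdr+ and 4.66 to 5.69 for amnion/trophoblast-like. These lists hold many of the markers that named the classes, so the side was largely set in advance. Of all values for named genes 10113 stayed within the interval of the value reported, and of list medians 2512. Another 685 gene values and 64 list medians moved outside it, besides the 23 and 8 described below. Subtracting free RNA at 10% moved 303 gene values and 28 medians, while 276 and 112 stayed. The sign differed from that of the reported value for 43 gene values and 81 list medians. For 23 and 8 of them, given next, the reported interval excluded 0. Of the detection values 32 stayed and 4 moved. Reclustering moved at most 30 cells between classes. Each new cluster took the class of most of its cells in the main clustering and was not named again from markers.

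Removing probable doublets at the expected share turned, in Kdr+ against Tbx4+ mesoderm-like, the specification list (-0.26), pluripotency core (-0.25), Dppa3 (-0.59) and Epcam (-0.87), and, in PGCLC-like against stem-like, Cdkn1c (0.11), Gata6 (0.43), Hoxa10 (0.18), Hoxc4 (0.65), Hoxc9 (2.06), Hoxd11 (0.25), Jun (0.11), Kitl (0.0150), Nr2f2 (0.48), Pitx1 (0.24), Runx1 (0.10) and primitive blood (0.10). Adding the mixed cluster to PGCLC-like turned, in the latter comparison, Col1a2 (0.00783), Hoxa10 (0.12), Hoxc9 (0.78), Hoxd11 (0.0187), Jun (0.21), Nr2f2 (0.29), Pitx1 (0.0911), Runx1 (0.29), central Hox (0.34), posterior Hox (0.12) and primitive blood (0.29), since that cluster carries mesoderm transcripts. A minimum of 1000 UMIs turned Igf1 (-0.49) and variable genes from all genes Apoa1 (-0.40) in amnion/trophoblast-like. With no count minimum the primitive streak list in Kdr+ cells (2.23) and the oocyte list in PGCLC-like cells (3.90) turned, because members with almost no UMIs then enter. The cause was not tested for the others.

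Shares moved for Kdr+ at a minimum of 1000 UMIs (2.45%), for Tbx4+ and PGCLC-like at a mitochondrial limit of 5% (86.2% and 5.33%), for Tbx4+, PGCLC-like and stem-like without probable doublets at the expected share (86.4%, 6.56% and 3.14%), for Tbx4+ without cluster 1 or 2 (69.4% and 71.3%), and for PGCLC-like with the mixed cluster (7.24%). The range of proliferation over mesoderm clusters moved to 5.12 and 5.27 at a minimum of 1000 and 2000 UMIs, 5.13 at a mitochondrial limit of 5%, 4.93 with no maximum of genes, 5.13 and 5.94 without doublets (automatic threshold, expected share), 6.82 with all genes, 5.10 with another draw of genes and 4.51 at resolution 0.4, and the cause was not tested. Subtracting free RNA at 10% raised the medians for PGCLC-like (11.28) and stem-like (11.86) against Tbx4+ mesoderm-like, since the subtraction exceeds the mesoderm count of most of these genes. Thinning to 1000 UMIs lowered Dazl to 3.38% and Ddx4 to 2.80%, as fewer UMIs are kept.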

Other observations

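The tests of red cell RNA, erythroid cells and doublets were chosen only after the result was seen. A small group of macrophage-like cells sat inside the amnion/trophoblast-like cluster. At least 3 of 6 macrophage markers, a rule set after the values were seen, were read in 7 cells (0.0597% of 11730, 0.0240 to 0.123), all in that cluster. Their 51367 UMIs gave 2005 CPM of Tyrobp and 1285 CPM of Fcer1g, adaptor genes of immune receptors, and 720.3 CPM of the complement gene C1qb, which was picked after its value was seen, with Krt8 at 0. Tyrobp and Fcer1g are among the 6 markers that selected these cells, so their levels follow from that choice. The low-quality cluster (44 cells) had a median of 6.17% mitochondrial UMIs.

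The cells kept here, from 1 of the replicates, numbered 11730. The file of that replicate lists 859737 barcodes, of which 11778 were called before the stated filter. The study's total quoted above covers all of its experiments, so it is not set against this number. With every cell thinned to 2000 UMIs, Zglp1 was read here in 1.07% (0.405 to 2.06) of PGCLC-like and 0.128% (0.0694 to 0.223) of mesoderm cells over all draws, but in a single draw, as planned at first, the shares were 0.717% (0.233 to 1.67) and 0.160% (0.0917 to 0.260) and overlapped. The study lists that gene among those it did not find, in cells from all of its libraries after SoupX correction.

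Embryonic globin transcripts were concentrated in 4 cells, 1 each in mesoderm clusters 0, 1, 2 and 7, which held 2171 of the 2232 globin UMIs of all cells, with 1666 in the cell of cluster 1. Red cell RNA in the suspension is argued against for these 4 cells, since over all 11730 cells, were every UMI free RNA, 0.00369 cells would be expected to hold over 5 globin UMIs and 4 did. Such RNA stays open as the source of the remaining 61 UMIs, of which no cell held over 2. The free RNA profile had globin at 21.6 CPM (16.6 to 27.6). Cluster 1 without its cell of 1666 globin UMIs stood at 1.252 CPM, 2.57-fold (0.617 to 15.05) above PGCLC-like cells. Red cells, or doublets with them, may be the source in the cell of cluster 1 with 1666 globin UMIs. In that cluster, picked for its globin, 6 other red cell genes stood 1.56-fold (1.05 to 2.26) above the other mesoderm clusters. Of their 36 UMIs 18 came from the same cell, so the rise rests in large part on it and says little of the other cells. Low oxygen inside the sphere stays open: hypoxia genes in globin-positive over globin-negative cells stood at 1.16-fold (0.929 to 1.44) in cluster 1, from 9 positive cells with a median of 1 globin UMI, and at 1.05-fold (0.822 to 1.31) in cluster 7, from 4. No biological explanation by group was tested, as the design has 1 group.

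In the mixed cluster of 152 cells PGCLC and mesoderm genes were read together, with Dppa3 at 604.5 CPM and Tbx20 at 321. A separate cell state with genes of its own was not seen, since 0 of 1874 genes with at least 100 CPM stood over 2 times above both parent classes. A state with levels between those of the parent classes would also give 0, so it stays open. Doublets of a PGCLC and a mesoderm cell are a candidate explanation: Scrublet marked 95.4% (90.7 to 98.1) of these cells at the expected share and 74.3% when 4% of all cells were marked, although its automatic threshold marked 0 of them and 1 cell in all. The median of 12969 UMIs was 1.04 times the sum of the PGCLC-like and mesoderm medians. No biological explanation by group was tested here either.

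Many cell barcodes of replicate 4 also appear in the barcode lists of replicates 1, 2 and 3 (48.7%, 78.2% and 28.3%). These lists hold 1923046, 3282333 and 1139156 barcodes, and the share was higher the longer the list, so the overlap alone does not point to contamination. Index hopping between the libraries would list cell barcodes more often than empty ones, and the empty shares were 48.8%, 77.9% and 28.4%. The largest difference was 0.365 percentage points (-0.456 to 1.18), and the interval keeps a small amount of hopping open. Because the lists hold no counts, the number of reads involved is not known.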
